A study of Homo sapiens with 24 samples.

How the data were processed

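Total RNA of 24 samples made from the human embryonic stem cell line H9 was extracted with a Vazyme isolation reagent and turned into Illumina libraries with the NEBNext Ultra kit, per the labels' protocols. The samples form 12 groups of 2 replicates: untreated samples of days 0 and 1.5, and samples with and without PD173074 on each of days 3.5, 6.5, 10.5, 15.5 and 25.5. PD173074 inhibits the kinase of fibroblast growth factor (FGF) receptors. The labels give neither its dose nor the days on which it was added. The day 1.5 samples are labelled as untreated although their library names contain the letters PD, and the design text of the series lists both arms on days 0 and 1.5. They were used as labelled, as untreated, and entered no comparison between the arms.

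The authors deposited a table of estimated counts per gene and a table of FPKM values (fragments per kilobase of gene length, scaled to library depth), both with 1 column per library, and every column was matched to its sample by name. Between 12.9% and 28.3% of the non-zero deposited counts of a library are not whole numbers, so they were read, from the values themselves, to be expected counts that are not scaled between libraries. The deposited FPKM values are rounded to 2 decimals, and their tool and gene lengths are not stated in the labels. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the file headers either, so no coordinates are given. Genes are named by symbol alone. Of 58519 entries, 1501 repeat the name of an earlier one and were kept apart, and 12 names look like dates and were not used as gene names.

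The design fixed beforehand assumed whole counts. As the values turned out to be expected counts, they were rounded to whole numbers before the count tests, which were otherwise run as planned. Genes were kept by filterByExpr with the 12 groups, which left 19241 genes and at least 99.8% of each library's counts. Libraries were scaled by TMM. Each comparison used the quasi-likelihood test of edgeR 4.0.16 (glmQLFit with robust estimation, glmQLFTest) on all 24 libraries with 1 coefficient per group, so that all groups shared an estimate of the spread, because 2 libraries per group leave little information of their own. All tests were two-sided. P-values were adjusted over all tested genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of its F statistic. The average effect of PD173074 was tested on the 20 libraries of days 3.5 to 25.5 with day as an additive term, and the difference of the effect between days by an F test with 4 degrees of freedom. Steps between successive days were tested within each arm, with day 1.5 as the start of both. The principal components were computed from log2 CPM (counts scaled to a fixed library total, prior count 2) of the 2000 most variable genes.

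Lists totalling 166 entries in 16 marker lists were tested on each of the 5 days by camera on voom values (limma 3.58.1, preset correlation 0.01), with adjustment over the 80 tests. The lists are FGF/ERK feedback, FGF ligands and receptors, pluripotency, primitive streak and mesoderm, cardiac progenitor, anterior second heart field, cardiomyocyte, atrial, ventricular, endothelial and endocardial, epicardial, fibroblast and matrix, smooth muscle, endoderm, neural, and proliferation. FGF8 and FGF10 are in 2 lists. Of the members, 2 neural genes and 1 FGF ligand were not tested for low counts. A list's value is the median fitted log2 fold change of its tested genes. Where both libraries of a group had at most 3 counts, the fold was computed against 3 counts and is given as a lower bound, and list medians were also computed with such genes at their bounds. The counting error is the only error that this floor covers.

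The sample groups, tests, marker lists, rule for named genes and most alternatives were chosen before the data were examined. The rule took, for each day, the 2 largest rises and 2 largest falls among called genes with a mean of at least 5 CPM and no overlap between the arms. For the average effect it took the 3 rising and 3 falling genes with the smallest p, and for the difference between days the 3 genes with the smallest p. Members of the marker lists that are named singly were picked after their values were seen. Exon overlaps between named genes and other genes, and transcript GC content, came from GENCODE release 29, which is not known to be the authors' annotation and was used by gene name only. Gene length was derived from the ratio of counts to FPKM.

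The alternatives were DESeq2 size factors, library size alone, no filter beyond 1 count, a minimum of 10 counts in 4 libraries, the Wald test of DESeq2 1.42.0, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a fit of each day's 4 libraries alone, the replicate number as a block, fry and camera with an estimated correlation, and leaving out libraries. Added after seeing the data were a fit of the 20 libraries of days 3.5 to 25.5 and the removal of each library's trends with gene length and GC content by lowess (span 0.3), for which 98.3% of tested genes had both values. The 100 splits of the samples were drawn within days. The tests of a day, of a difference between days, of the average and of gene sets were tested on simulated counts with 200 of 19241 genes changed by a log2 value of 2, and the other tests and the alternatives were not. The test of a day recovered 73% of them with 8 false calls (5.19% of its calls). The test of a difference between days recovered 62% with 8 false calls (6.06%), and the averaged test 97% with 12 (5.83%). The set test recovered its changed set and called 3.50% of the unchanged sets at an unadjusted p under 0.05. The simulated genes were drawn independently of each other, so this rate does not cover lists whose genes move together. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.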

Results

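Cardioids are heart-like organoids grown here from H9, an established human embryonic stem cell line, and the series compared their transcriptomes with and without PD173074 along differentiation. Each of 12 groups held 2 replicate samples. Total estimated counts per library ranged from 6193991 to 12415771, and 14747 to 24923 genes were detected. The lowest of these numbers belonged to day 1.5 replicate 2 (8572444 counts), and every other library had at least 21069 detected genes. No gene took more than 2.86% of a library's counts. Replicates correlated at r = 0.922 (day 1.5) to 0.979 across genes in log2 CPM, and no pair was close enough to be a library deposited more than once, with chi-square values per degree of freedom of at least 5.01. The labels give no sequencing batch.

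Principal component 1 held 56.9% of the variance of the 2000 most variable genes, component 2 held 11.3% and component 3 held 9.09%. Along component 1, the libraries of days 0 and 1.5 lay at −147.5 to −119.8, those of day 3.5 at −58.5 to −56.2 and those of days 6.5 to 25.5 at 21.4 to 64.2. On component 2, the untreated libraries of days 6.5 to 25.5 lay below 0 and the treated ones above 0.

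**Figure D1:**
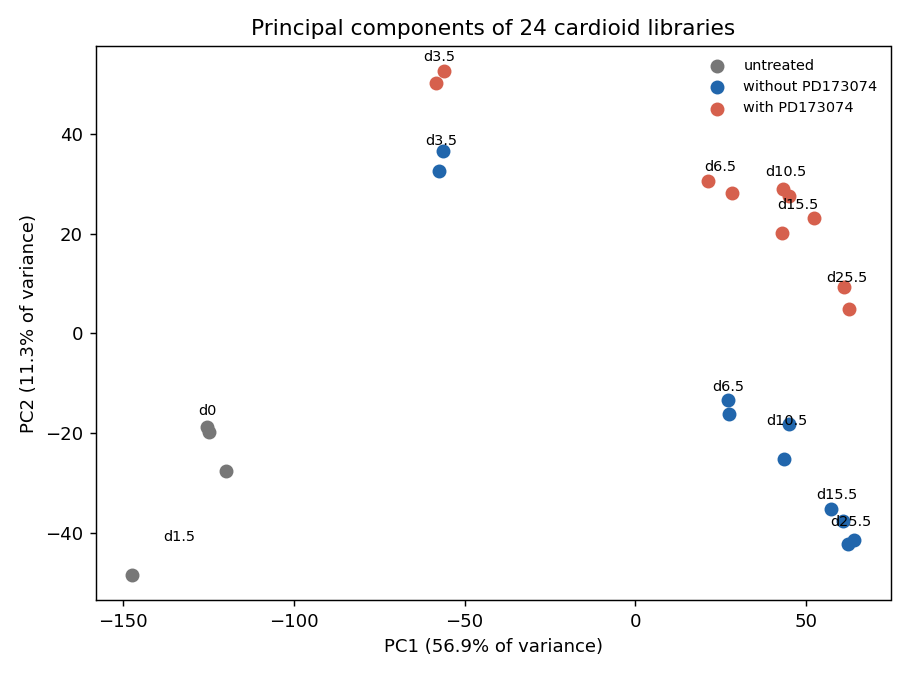
Scores of the 24 libraries on the first components of log2 CPM (56.9% and 11.3% of the variance on the axes), with 1 point per library, coloured by arm and labelled by day. Days 0 and 1.5 lie apart from days 6.5 to 25.5 along component 1.

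The steps between successive days describe the course of differentiation in each arm. Those that involve day 1.5 rest on its label as untreated and on a replicate 2 with few detected genes. From day 0 to day 1.5, 4093 genes were called (1694 higher, 2399 lower). TBXT, a primitive streak gene at 1 count in each day 0 library, rose to 284 ± 52.9 CPM (SD, n = 2) on day 1.5. It was at 0 counts in both treated libraries of day 3.5 and at 0.310 ± 0.206 CPM in the untreated ones. POU5F1, a pluripotency gene, was at 1606 ± 401 CPM on day 0 and 1109 ± 57.5 CPM on day 1.5, a change within the replicate error (log2 fold change −0.53, SE 0.30, adjusted p 0.222). By day 6.5 it was at 6.76 ± 0.662 CPM with PD173074 and 21.2 ± 5.14 CPM without (log2 fold change −1.63, adjusted p 0.00341). POU5F1 has near-identical pseudogenes that the unstated counting could split reads with, so its values are uncertain. From day 1.5 to 3.5, 4739 genes were called without PD173074 and 6238 with it, and from day 3.5 to 6.5 the numbers were 5498 and 3184. Later steps called 233 and 237 genes (days 6.5 to 10.5), 131 and 35 (days 10.5 to 15.5), and 22 and 136 (days 15.5 to 25.5), each without and with PD173074. Among the steps, the largest move by ratio came from using no filter on low counts, which gave 492 in place of 22 genes for the last step without PD173074.

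The question of the design is how PD173074 changes expression over time. Between the arms, 528 genes were called on day 3.5 (174 higher and 354 lower with PD173074), 2065 on day 6.5 (1124 and 941), 1315 on day 10.5 (805 and 510), 2189 on day 15.5 (1276 and 913) and 1538 on day 25.5 (1010 and 528). The alternative that moved these counts most fitted the 4 libraries of a day alone, with 4164 genes called on day 10.5. Averaged over the 5 days, 5643 genes were called, 2978 higher and 2665 lower. Removing the trends with gene length and GC content moved this count most, to 6797, and turned the majority to lower genes (3117 higher, 3680 lower).

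**Figure D2:**
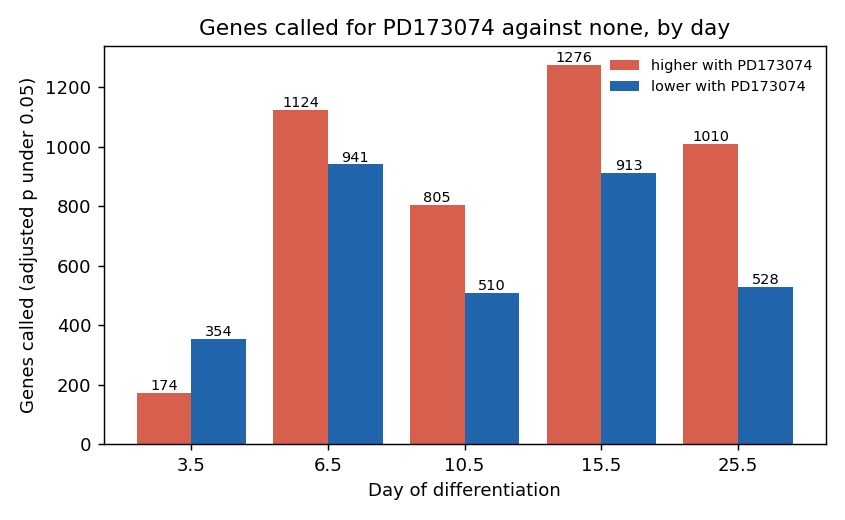
Number of genes called between libraries with and without PD173074 (vertical axis) on each day (horizontal axis), with higher and lower genes drawn separately, from 2 libraries per group. Lower genes outnumbered higher ones on day 3.5 (354 against 174) and were fewer on the later days, such as 528 against 1010 on day 25.5, although with trends of gene length and GC content removed lower genes were the majority on days 6.5 (1549 against 1391) and 10.5 (993 against 987).

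In all, 3968 genes were called on at least 1 day and 2034 on exactly 1 day. The 101 genes called on all 5 days included 86 with a single direction. On days 6.5 to 25.5, 472 genes were called on every day, 468 of them in a single direction (310 higher, 158 lower). Over all 5 days, 111 genes were called in both directions on different days. Days 3.5 and 6.5 shared 253 called genes, 230 in the same direction, and days 10.5 and 15.5 shared 934, all in the same direction. Across genes, which are not independent replicates, the log2 fold changes of adjacent days correlated at r = 0.190 (days 3.5 and 6.5), 0.506 (days 6.5 and 10.5), 0.551 (days 10.5 and 15.5) and 0.543 (days 15.5 and 25.5). No library is shared between days. With log2(FPKM + 1) the second of these rose to 0.648, the largest move among them. The effect of PD173074 differed between days for 965 genes, of which 956 were called on at least 1 day, and 2157 were called without a filter on low counts.

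Genes were singled out by size of change. On day 3.5, VTCN1 was at 40.03 ± 5.16 CPM with PD173074 and 0.580 ± 0.471 CPM without (log2 fold change 6.19, SE 0.84, adjusted p 0.000451). The untreated libraries held 8 and 3 counts of VTCN1, so the size of this fold is uncertain. POSTN rose from 0.852 ± 0.0747 to 33.8 ± 20.7 CPM (5.27, SE 0.43, adjusted p 4.27e-07), which became 4.46 without treated replicate 2. MYH6 fell from 500.0 ± 88.6 to 1.65 ± 0.486 CPM (−8.20, SE 0.38, adjusted p 4.92e-11). MYH6 and MYH7 are closely similar genes whose reads the unstated counting could split, so their exact values are uncertain. MYH7 was at 0.150 CPM with and 1.33 CPM without PD173074 on that day. Reads moved to MYH7 therefore do not account for the fall of MYH6. CBLN2 (10.5 ± 3.73 CPM without) was at most 3 counts in both treated libraries and at least 33.4-fold lower.

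On day 6.5, MAB21L2 and TBX18 were at most 3 counts in the untreated libraries and at least 75.4-fold and 145-fold higher with PD173074, at 29.9 ± 0.579 and 57.6 ± 2.23 CPM. AC007326.5, a clone-based name, was at 0 in the treated libraries and at least 45-fold lower than the untreated 13.5 ± 11.3 CPM, whose SD is close to the mean. NPPA fell from 149 ± 33.6 to 2.59 ± 1.61 CPM (−5.78, SE 0.51, adjusted p 2.97e-06), and by more without treated replicate 1 (−6.68). On day 10.5, SHOX2 and TCF21 were at most 3 counts without PD173074 and at least 38.9-fold and 104-fold higher with it. NDUFA4L2 fell from 16.4 ± 0.606 to 0.511 ± 0.723 CPM (−4.77, SE 0.74, adjusted p 0.000305). The treated libraries held 12 and 0 counts of NDUFA4L2, so the size of this fold is uncertain. PPP1R3A fell from 12.4 ± 4.58 to 0.531 ± 0.149 CPM (−4.55, SE 0.57, adjusted p 6.08e-05).

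On day 15.5, TFAP2B was at least 105-fold higher with PD173074, the untreated libraries holding at most 3 counts. COL12A1 rose from 1.45 ± 0.710 to 312 ± 216 CPM (7.70, SE 0.51, adjusted p 2.93e-08), which became 6.74 without treated replicate 1. CP, at 15.01 ± 12.1 CPM without PD173074, was at least 48.7-fold lower. ALB fell from 195 ± 120 to 2.61 ± 1.08 CPM (−6.23, SE 0.63, adjusted p 3.75e-06), which became −5.40 without untreated replicate 2. On day 25.5, SFRP2 rose from 1.08 ± 0.222 to 265 ± 69.3 CPM (7.90, SE 0.39, adjusted p 1.45e-10) and TFAP2B was at least 81.4-fold higher. HOXB1 fell from 29.1 ± 8.69 to 1.09 ± 0.0829 CPM (−4.73, SE 0.49, adjusted p 5.92e-06). IGFBP1 fell from 11.1 ± 7.02 to 0.447 ± 0.50 CPM (−4.65, SE 1.32, adjusted p 0.0480), and was not called by DESeq2 (adjusted p 0.834, against 0.000141 to 0.0456 under its other alternatives). The treated libraries held 1 and 7 counts of IGFBP1, and its log2 fold change was −3.80 without untreated replicate 1.

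The smallest p-values of the average effect belonged to LIMCH1 (log2 fold change 2.83, SE 0.13, adjusted p 2.28e-11), PRRX1 (4.34, SE 0.22, adjusted p 1.01e-10) and DCN (6.00, SE 0.29, adjusted p 1.01e-10) among higher genes. Among lower genes they belonged to FUT11 (−1.45, SE 0.08, adjusted p 1.01e-10), GPI (−1.41, SE 0.08, adjusted p 2.82e-10) and SLC16A3 (−1.85, SE 0.11, adjusted p 2.82e-10). LIMCH1 and the 3 lower genes were called in the same direction on each of the 5 days. PRRX1 and DCN were called higher on days 6.5 to 25.5 but not on day 3.5, when PRRX1 was at or under 3 counts in both arms and DCN (adjusted p 0.0510) in the untreated libraries. The effect differed most clearly between days for SFRP2 (log2 fold changes −2.43, −2.50, 5.57, 7.22 and 7.90 from day 3.5 to 25.5, adjusted p of the difference 4.85e-11), MYH6 (−8.20, −1.81, −1.07, −0.99 and −0.12, adjusted p 1.18e-08) and SYNPO2L (−5.66, −2.60, −1.89, −0.96 and −0.48, adjusted p 1.16e-06). Of 57 genes named singly with a value, 24 have exons that overlap another gene in GENCODE release 29, and the strand used by the counting is not stated, so these values are uncertain. They include MAB21L2 with LRBA, NPPA with CLCN6, SHOX2 with RSRC1, TCF21 with TARID, NDUFA4L2 with SHMT2, CP with HPS3, SLC16A3 with CSNK1D, AC007326.5 with PRODH, CCND1 with LTO1 and TAGLN with PCSK7 on opposite strands, and ETV5 with DGKG and TNNT2 with LAD1 on the same strand.

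**Figure D3:**
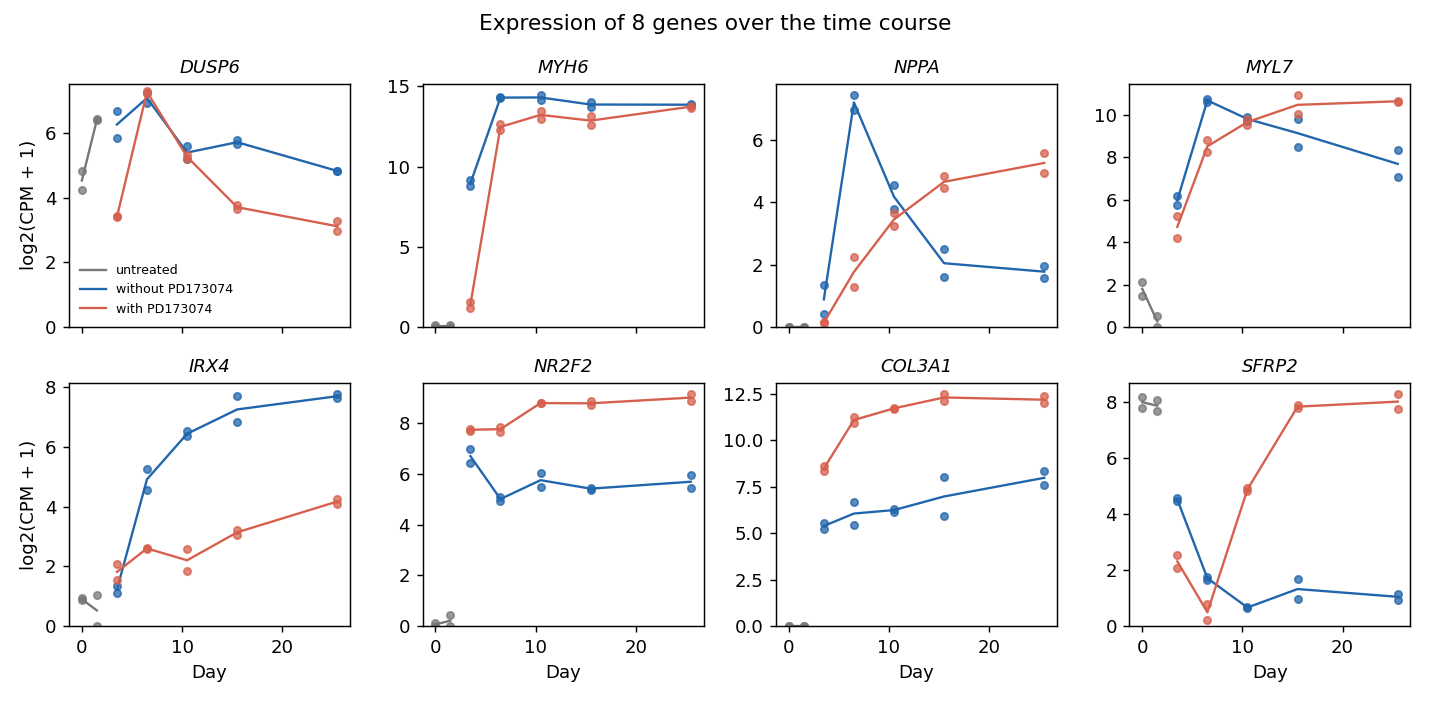
log2(CPM + 1) of 8 genes (vertical axes) against day (horizontal axes), with points for the 2 replicates of each group and lines through the means of the arms. SFRP2 was lower with PD173074 on day 3.5 (log2 fold change −2.43) and higher on day 25.5 (7.90), and MYH6 differed by −8.20 on day 3.5 and −0.12 on day 25.5.

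Of the 80 tests of marker lists, 37 were called, 21 higher and 16 lower with PD173074. Under fry 44 were called, which included 36 of the 37 (all but the endoderm list on day 3.5). The other 8 were the neural list on days 6.5, 10.5, 15.5 and 25.5, FGF ligands and receptors on days 3.5 and 15.5, and primitive streak and mesoderm on days 3.5 and 6.5. The count also changed under an estimated correlation, the alternative that moved it most, with 26 called, all among the 37. The lists lost under the estimated correlation were pluripotency and endoderm on day 3.5, ventricular and proliferation on day 6.5, atrial on day 10.5, FGF/ERK feedback, smooth muscle, endoderm and proliferation on day 15.5, and endothelial and endocardial and proliferation on day 25.5.

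PD173074 blocks FGF receptors, so genes that respond to FGF and ERK signalling were looked at as a check of the treatment labels. On day 3.5 all 16 genes of this list were lower with PD173074, with a median log2 fold change of −2.05 (−1.97 with genes at their bounds, adjusted p 6.70e-20). Of these, 12 were called over all genes and 16 when adjusted over the list alone. The alternative that moved the median most left out treated replicate 1 (−2.32). DUSP6 was at 9.62 ± 0.133 CPM with and 78.9 ± 32.2 CPM without PD173074 (−3.04, SE 0.27, adjusted p 6.04e-07). SPRY2 (−2.49, SE 0.33, adjusted p 9.52e-05), IL17RD (−2.99, SE 0.40, adjusted p 0.000144) and CCND1 (−2.78, SE 0.34, adjusted p 4.37e-05) were also lower. SPRY2 was −3.26 and CCND1 −3.52 without treated replicate 1. On later days the list median was −0.28 (day 6.5, −0.56 with bounds, adjusted p 0.0565), −0.32 (day 10.5, adjusted p 0.183), −0.67 (day 15.5, adjusted p 0.00533) and −0.16 (day 25.5, adjusted p 0.319). The day 6.5 list was called with DESeq2 size factors (adjusted p 0.0497), and its adjusted p reached 0.478 with an estimated correlation. Without treated replicate 1 the day 15.5 median was −1.09. On day 15.5, 5 genes were called lower and 1 higher over all genes, and 9 lower and 2 higher when adjusted over the list alone. The gene called higher over all genes was PHLDA1 (1.65, SE 0.27, adjusted p 0.000337), also called higher on day 10.5 (2.07, SE 0.27, adjusted p 4.82e-05). On day 25.5, 3 genes were called lower and 1 higher by either adjustment. The day 25.5 median was −0.32 without untreated replicate 1 and −0.08 without treated replicate 2. DUSP6 did not differ beyond the replicate error on day 6.5 (0.18, SE 0.24, adjusted p 0.715) and was lower on days 15.5 (−2.09, SE 0.26, adjusted p 1.50e-05) and 25.5 (−1.82, SE 0.27, adjusted p 0.000142). PHLDA1 was higher on day 6.5 (2.36, SE 0.27, adjusted p 9.00e-06), while IL17RD (−2.80, SE 0.39, adjusted p 9.06e-05), DUSP5 (−1.86, SE 0.23, adjusted p 1.70e-05) and ETV5 (−1.41, SE 0.29, adjusted p 0.00279) were lower. ETV5 was not called with log2(FPKM + 1) (adjusted p 0.0573, against 6.53e-05 to 0.00659 under its other alternatives). These 3 were the genes called lower on that day over all genes, and 6 were when adjusted over the list alone.

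The list of FGF ligands and receptors was not called by camera on any day, although fry called it on days 3.5 (adjusted p 0.0120) and 15.5 (adjusted p 0.00578), with medians of −0.84, 0.02, 0.08, −0.35 and 0.00 from day 3.5 to 25.5 (−0.76, 0.00, 0.08, −0.52 and −0.11 with bounds). On day 3.5 its adjusted p was 0.0591, with 2 genes called over all genes and 4 when adjusted over the list alone. Pluripotency genes were lower on day 3.5 (median −0.61, adjusted p 3.15e-05), with 1 of 10 called over all genes and 5 when adjusted over the list alone, and the list was not called later (0.22, −0.13, 0.98 and −0.16, or 0.34, 0.09, 0.40 and 0.00 with bounds, so that its direction on day 10.5 is not settled). Primitive streak and mesoderm genes were not called by camera on any day (median −0.71 on day 3.5, adjusted p 0.0961), although fry called them on days 3.5 (adjusted p 0.0263) and 6.5 (adjusted p 0.0175). The neural list was also not called by camera on any day (median 1.48 on day 25.5, 0.61 with bounds, adjusted p 0.176), although fry called it on days 6.5 to 25.5 (adjusted p 0.000206, 0.0127, 0.00526 and 0.0235). Its median was −0.28 on day 10.5 (0.94 with bounds) and −0.27 on day 15.5 (−0.24 with bounds), with 4 of 7 genes lower on each. The neural genes called over all genes on these days were higher, 1 on day 10.5 and 2 on day 15.5. A shared direction of the list is therefore not shown for them. Cardiac progenitor genes were lower on day 3.5 alone (−0.86, adjusted p 1.84e-06), where NKX2-5 was lower (−4.89, SE 0.35, adjusted p 3.43e-08) and HAND1 higher (2.93, SE 0.46, adjusted p 0.000782). HAND1 was 4.13 without untreated replicate 1. Of this list 3 genes were called lower over all genes and 5 when adjusted over the list alone. Anterior second heart field genes were lower on days 3.5 (−1.54, adjusted p 3.67e-05, 1 of 7 called over all genes and 3 when adjusted over the list alone) and 6.5 (−1.74, adjusted p 0.00360), where 3 of 7 were called by either adjustment, over all genes and adjusted over the list alone. Endoderm genes were lower on days 3.5 (−0.69, adjusted p 0.0183) and 15.5 (−2.05, adjusted p 0.000149), with 5 of 10 called lower over all genes and 7 when adjusted over the list alone on the latter. On day 3.5 no endoderm gene was called by either adjustment (3 of 10 had an unadjusted p under 0.05), the SD of the list mean between replicates (0.970) exceeded the size of the median, and fry did not call the list (adjusted p 0.272).

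The cardiomyocyte list was lower with PD173074 on day 3.5 (median −3.20, −2.51 with bounds, adjusted p 9.32e-24), where 10 of 15 genes were called lower over all genes and 13 when adjusted over the list alone. It was also lower on days 6.5 (−1.63, adjusted p 9.35e-17), 10.5 (−1.07, adjusted p 4.54e-10) and 15.5 (−0.99, adjusted p 3.71e-06), and not called on day 25.5 (−0.11, adjusted p 0.258). TNNT2 was at 5.66 ± 1.59 CPM with and 183 ± 9.15 CPM without PD173074 on day 3.5 (−5.02, SE 0.38, adjusted p 1.10e-07) and did not differ on day 25.5 (−0.52, SE 0.31, adjusted p 0.417). NKX2-5 stayed lower on day 25.5 (−1.40, SE 0.25, adjusted p 0.000835).

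The atrial list was not called on days 3.5 (median 0.35, −0.32 with bounds) and 6.5 (0.95), and was higher with PD173074 on days 10.5 (0.62, adjusted p 0.00201), 15.5 (2.05, adjusted p 6.06e-07) and 25.5 (3.07, adjusted p 2.45e-06). On day 25.5, 6 of its 8 genes were called higher, over all genes and when adjusted over the list alone. MYL7 was lower on day 6.5 (−2.14, SE 0.48, adjusted p 0.00617) and higher on day 25.5 (2.82, SE 0.49, adjusted p 0.000957), when it was 3.60 without untreated replicate 1. NPPA was higher on day 25.5 (3.94, SE 0.50, adjusted p 6.27e-05), as were SLN (5.42, SE 0.79, adjusted p 0.000472), NR2F1 (6.41, SE 0.56, adjusted p 1.13e-06) and NR2F2 (3.32, SE 0.28, adjusted p 3.16e-07). SLN was 4.69 without treated replicate 2. The untreated libraries held 8 and 2 counts of NR2F1, so the size of its fold is uncertain. GJA5 was also higher (2.02, SE 0.56, adjusted p 0.0284). The ion channel genes of the list went the other way on day 25.5, KCNJ3 by −0.83 (SE 0.36, adjusted p 0.204) and KCNA5 by −0.58 (SE 0.32, adjusted p 0.366). Neither was called over all genes, and 1 gene was called lower when adjusted over the list alone. The ventricular list was not called on day 3.5 (0.11, 0.40 with bounds) and was lower on days 6.5 (−0.63, adjusted p 0.00812), 10.5 (−1.33, adjusted p 1.03e-05), 15.5 (−1.40, adjusted p 1.02e-05) and 25.5 (−1.73, −0.95 with bounds, adjusted p 1.63e-05). On day 25.5, 2 of its 5 genes were called lower over all genes and 3 when adjusted over the list alone. IRX4 was at 16.99 ± 1.2 CPM with and 205 ± 12.1 CPM without PD173074 on day 25.5 (−3.59, SE 0.40, adjusted p 8.46e-06), and HEY2 was also lower (−1.96, SE 0.36, adjusted p 0.00127). MYL2 stayed below 3 CPM on average in every group, and on day 15.5 it was at least 9.18-fold lower.

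**Figure D4:**
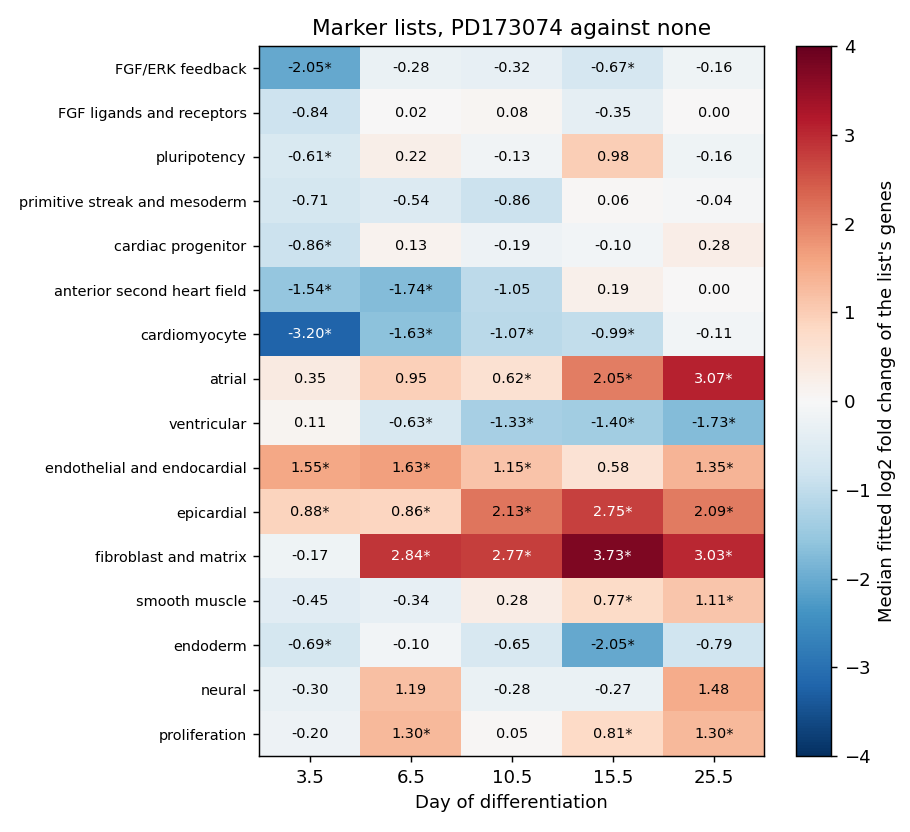
Median fitted log2 fold change (colour scale) of 16 marker lists (vertical axis) on 5 days (horizontal axis), with an asterisk where the set test was called. The cardiomyocyte list went from −3.20 on day 3.5 to −0.11 on day 25.5, and the atrial list reached 3.07 on day 25.5.

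Fibroblast and matrix genes were not called as a list on day 3.5 (median −0.17, adjusted p 0.720) and were higher with PD173074 on days 6.5 (2.84, adjusted p 4.32e-12), 10.5 (2.77, adjusted p 2.25e-19), 15.5 (3.73, adjusted p 2.57e-16) and 25.5 (3.03, adjusted p 4.88e-19). On day 3.5 the genes went both ways, with 3 called higher and 1 lower over all genes, and 4 higher and 4 lower when adjusted over the list alone. All 9 genes were called higher on day 25.5, over all genes and when adjusted over the list alone. COL3A1 was at 4656 ± 797 CPM with and 260 ± 94.8 CPM without PD173074 on that day (4.16, SE 0.55, adjusted p 0.000122), and COL1A1 was higher as well (3.79, SE 0.35, adjusted p 1.00e-06). FN1 was lower on day 3.5 (−2.45, SE 0.44, adjusted p 0.00283) and higher on day 25.5 (2.30, SE 0.44, adjusted p 0.00217). Epicardial genes as a list were higher on all 5 days (medians 0.88, 0.86, 2.13, 2.75 and 2.09, with 1.07, 0.71, 1.87, 2.17 and 1.37 at bounds), and on day 25.5, 6 of 10 were called higher over all genes and 7 when adjusted over the list alone. On each of days 3.5, 15.5 and 25.5, 1 epicardial gene was called lower by either adjustment. Endothelial and endocardial genes were higher on days 3.5 (1.55, 1.44 with bounds), 6.5 (1.63), 10.5 (1.15) and 25.5 (1.35, adjusted p 0.0102) and not called on day 15.5 (0.58, adjusted p 0.798). On day 3.5, 6 of 13 were called higher over all genes and 8 when adjusted over the list alone. Within this list, PECAM1 was higher on day 3.5 (2.93, SE 0.49, adjusted p 0.00117), a call that log2(FPKM + 1) did not give (adjusted p 0.692, against 4.67e-06 to 0.000971 under its other alternatives), and KDR was lower on day 15.5 (−2.26, SE 0.30, adjusted p 2.91e-05). Smooth muscle genes were higher on days 15.5 (0.77, adjusted p 0.00871) and 25.5 (1.11, adjusted p 2.41e-05), on the latter with 2 of 6 called over all genes and 5 when adjusted over the list alone, and with TAGLN at 3.48 on day 25.5 (SE 0.36, adjusted p 3.66e-06). Proliferation genes were higher on days 6.5 (1.3, adjusted p 1.06e-08), 15.5 (0.81, adjusted p 6.34e-05) and 25.5 (1.3, adjusted p 6.97e-08). The SD of the list mean between replicates was 0.832 on day 25.5. These calls held under fry (adjusted p 0.0012, 0.0181 and 0.00386). With an estimated correlation in camera none of them held (adjusted p 0.0666, 0.216 and 0.0799). On day 6.5, 9 of the 12 were called over all genes and 12 when adjusted over the list alone, RRM2 among them (2.22, SE 0.44, adjusted p 0.00265).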

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

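Results are taken up here where the effect of PD173074 differed between days by a test of the difference itself. Of the tests of explanations below, the one of a delay on day 3.5 and the one of gene length and GC content for the atrial and ventricular lists were set up before their results were seen, and the others were chosen after the result was seen.

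The effect of PD173074 differed between days for 965 genes. Chance splits bear on the averaged effect of 5643 genes, since 1 of 100 splits of the 20 libraries within days gave as many genes, the actual one, and the largest number from another split was 1218. With trends of gene length and GC content removed from each library, 1670 genes differed between days, which argues against such trends as the whole source. The dose and the days of treatment are not stated, so an effect of a changing exposure to PD173074 stays open and was not tested.

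Among the genes singled out by size, the difference between days had an adjusted p of 0.000211 for POSTN, 0.00251 for CBLN2, 0.000102 for TBX18, 0.0173 for AC007326.5, 1.37e-06 for NPPA, 1.63e-05 for TCF21, 1.23e-06 for COL12A1, 0.0314 for CP, 0.00226 for ALB and 1.60e-05 for HOXB1. It was 4.85e-11 for SFRP2, 1.18e-08 for MYH6 and 1.16e-06 for SYNPO2L, whose daily values span 10.4, 8.08 and 5.17 on the log2 scale. It was also past the threshold for other genes named from lists: 0.000787 for MYL7, 0.000593 for KCNA5, 0.0151 for KCNJ3, 0.00055 for NR2F1, 0.00138 for NR2F2, 0.000296 for IRX4, 0.0128 for HEY2, 0.00348 for SLC2A1, 8.31e-06 for COL1A1, 0.000653 for FN1, 0.000199 for KDR and 8.11e-06 for TAGLN. In this set CBLN2, TBX18, AC007326.5, TCF21 and CP have a group at or under 3 counts on the day for which they were picked, and no biological explanation was tested for them singly.

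FGF/ERK feedback genes fell on day 3.5 and much less on day 25.5, with an adjusted p of the difference of 2.32e-10 for the list. By gene it was 0.00414 for SPRY2, 1.71e-05 for DUSP6, 0.0271 for IL17RD, 0.000154 for DUSP5, 0.00347 for CCND1 and 0.000117 for PHLDA1, which rose on day 6.5. With trends of length and GC content removed, the day 3.5 median was −2.03 against −2.05 before, which argues against these trends. The cardiomyocyte list fell further (−3.20) on day 3.5, so a lower share of cardiomyocytes is a candidate explanation. The mean log2 CPM of the feedback list was 4.90 (SD 0.32) on day 0 and 5.96 (SD 0.21) on day 1.5. The cardiomyocyte list was then at 1.16 and −0.15. Without PD173074, the feedback list was at 3.99 on day 3.5 and 3.94 on day 25.5, while the cardiomyocyte list went from 5.18 to 8.37. These values argue against a lower share of cardiomyocytes as the whole of the fall. Both lists rose from day 3.5 to 6.5 in each arm, and bulk libraries do not show which cells express the feedback genes. A part played by cell shares and a direct effect of FGF receptor inhibition on these genes both stay open. On day 6.5 the list moved apart, with DUSP6 at 0.18 and PHLDA1 at 2.36 but IL17RD at −2.80, DUSP5 at −1.86 and ETV5 at −1.41, so the values do not show whether the inhibitor still acted then. The schedule of treatment is not stated in the labels, and this was not tested.

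The cardiomyocyte list was lower on day 3.5 and not called on day 25.5 (adjusted p of the difference 7.37e-15), and the cardiac progenitor list changed likewise (5.73e-08), with 1.71e-05 for TNNT2 and 0.000154 for NKX2-5. A delay along the untreated time course is a candidate explanation for the day 3.5 values of MYH6 and TNNT2. It predicts that genes falling from day 1.5 to 6.5 without PD173074 are higher in treated day 3.5 libraries and that rising genes are lower. The 2495 falling genes had a median log2 fold change of −0.15, in the direction opposite to a delay (camera p 0.000915 before adjustment, 64.0% lower), and the 4058 rising genes had a median of 0.05. A uniform delay is argued against. A selective delay of cardiomyocyte genes, or fewer cardiomyocytes early with later catching up, stays open. As mean log2 CPM, the cardiomyocyte list rose from 2.32 on day 3.5 to 7.81 on day 6.5 with PD173074. Without PD173074 it rose from 5.18 to 9.45. By day 25.5 the list was at 8.2 with PD173074 and had fallen to 8.37 without. After day 6.5 the arms thus drew together more by a fall without PD173074 than by a rise with it.

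The atrial list rose from day 3.5 to 25.5 (adjusted p of the difference 9.59e-08) and the ventricular list fell (0.00016). A lower share of cardiomyocytes on day 25.5 would lower all cardiomyocyte genes as far as HEY2 (−1.96), but the lower quartile of the cardiomyocyte list was −0.55 and its lowest gene, MYL3, was at −1.35. With trends of length and GC content removed the distance between the atrial and the ventricular list was 4.74, against 4.79 before. NPPA and MYL7 were lower on day 6.5 and higher on day 25.5, a change of effect of 9.71 (SE 0.71, adjusted p 6.68e-07) and 4.96 (SE 0.68, adjusted p 0.000616). The cardiomyocyte list moved by 1.55 over the same days, which argues against a changing share of cardiomyocytes as the whole of this change of effect. Both arms took part in it. With PD173074, NPPA rose from 2.592 to 38.47 CPM and MYL7 from 373.7 to 1601 CPM. Without it, NPPA fell from 148.6 to 2.461 CPM and MYL7 from 1647 to 226.9 CPM (SD 134 on day 25.5). No explanation of the fall without PD173074 was tested on its own. From day 25.5 alone, the rise of the atrial list cannot be told apart from transcripts of stromal cells. The fibroblast and matrix list, written as markers of such cells, rose by 3.03 on day 25.5. Its abundant gene COL3A1 was at 4656 CPM with and 260 CPM without PD173074. Bulk libraries do not separate the cells, and all 9 list genes were above 3 counts in the untreated libraries of that day as well. The fibroblast and matrix list was about as high on days 6.5 (2.84) and 10.5 (2.77), when the atrial median was 0.95 and 0.62. On day 6.5 NPPA was at −5.78 and MYL7 at −2.14, which argues against stromal transcripts as the whole of their change of effect. SLN (3.67), NR2F1 (4.33) and NR2F2 (2.79) were already higher on day 6.5, so stromal transcripts stay open for them. For GJA5 (0.06 on day 6.5) the difference between days was not called. A shift of cardiomyocytes towards an atrial profile also stays open and was not tested. The fall of KCNJ3 (−0.83) and KCNA5 (−0.58), which are also in the atrial list, goes against a rise of all its genes, although neither was called over all genes.

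The fibroblast and matrix list (adjusted p of day 25.5 against day 3.5 2.36e-08), the smooth muscle list (0.00016), the endothelial and endocardial list (0.0498) and the proliferation list (1.63e-09) also had effects that differed between days. The endothelial difference is just past the threshold. For these lists a change in cell shares and a change within cells were not separated, and no technical explanation was tested, trends with gene length and GC content included.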

How the results depend on the processing

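Alternatives added after seeing the data were the fit of 20 libraries and the removal of trends with gene length and GC content. For the daily counts, the averaged effect, the steps and the difference between days, 90 counts of genes or set tests under alternatives other than leaving out a library lay within 1.5 times the value reported, and 27 did not.

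On day 3.5 the 528 genes became 897 without a filter, 820 with DESeq2, 909 with trends removed, 884 with the 20 libraries alone and 285 with log2(FPKM + 0.1). Fitting the 4 libraries of a day alone gave 4658 genes on day 6.5, 4164 on day 10.5, 1081 on day 15.5 and 4274 on day 25.5. By construction this fit uses the spread of its own day, and that of day 15.5 was the largest among these days. On day 10.5, trend removal gave 1980 (987 higher and 993 lower, against 805 and 510) and the 20 libraries 1989. The difference between days was called for 2157 genes without a filter, 1670 with trends removed and 1647 with the 20 libraries. The 20-library fit omits day 1.5 replicate 2, and it raised the count on each of the 5 days and for the difference between days, beyond 1.5 times for days 3.5 and 10.5 and for the difference and to 3044, 3123 and 2281 on days 6.5, 15.5 and 25.5. For these changes the cause was not tested.

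Without a filter and with DESeq2, respectively, the steps called 582 and 630 genes for days 6.5 to 10.5 without PD173074 and 612 and 579 with it, 430 and 319 for days 10.5 to 15.5 without and 276 and 134 with, and 492 and 296 for days 15.5 to 25.5 without and 672 and 507 with. DESeq2 size factors in edgeR gave 40 genes for the last step without PD173074. The cause was not tested.

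The averaged count ranged from 4849 to 6346 over the 20 fits that each left out a library, all within 1.5 times 5643. For the daily, step and difference counts, leaving out a library leaves 1 sample in an arm and no call was made. Scaling by library size alone moved the median of all genes by 0.17 on day 6.5 and by at most 0.09 on the other days. It turned the split of 1124 higher and 941 lower genes on day 6.5 into 1719 and 700, and that of 2978 and 2665 in the average into 3789 and 2013. Trend removal moved these splits the other way, to a majority of lower genes, with 1391 higher and 1549 lower on day 6.5 and 3117 and 3680 in the average.

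The FGF/ERK list kept its direction on each of the 5 days under the alternatives run. On day 6.5 DESeq2 size factors moved it past the threshold (−0.28, adjusted p 0.0497, against 0.0565 as reported and up to 0.478 with an estimated correlation). On day 10.5 trend removal gave −0.45. On day 15.5 an estimated correlation took it out of the called lists (−0.67, adjusted p 0.277, 0.00492 to 0.0181 in the other settings). Leaving out a library gave −0.39 (without treated replicate 1) to −0.26 on day 6.5, −1.09 (without treated replicate 1) to −0.46 on day 15.5 and −0.32 (without untreated replicate 1) to −0.08 (without treated replicate 2) on day 25.5. The lists other than this one were not refitted without single libraries.

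Reversed directions concerned results that were called in neither setting: the neural list on day 3.5 under fry (−0.30, with an upward direction of the camera test), the endothelial list on day 15.5 under fry (0.58), and with log2(FPKM + 1) DUSP6 (0.20) and ETV5 (0.02) on day 10.5, KCNJ3 (−0.09) on day 15.5 and MYL3 (0.18) on day 3.5. Among the other lists 8 results became called, all under fry (neural on days 6.5 to 25.5, FGF ligands and receptors on days 3.5 and 15.5, primitive streak and mesoderm on days 3.5 and 6.5), and 11 were lost under an estimated correlation or fry, and among named genes 10 became called and 18 were lost. In 12 further cases a named gene moved by more than the replicate SD on leaving out a library. In 45 cases the library left in the arm had at most 3 counts of the gene, and no fold was computed.

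Correlations between days rose with log2(FPKM + 1) to 0.239 (days 3.5 and 6.5), 0.648 (6.5 and 10.5), 0.645 (10.5 and 15.5) and 0.676 (15.5 and 25.5), and with a minimum of 10 counts to 0.206 and 0.564 for the first pairs of days. Leaving out a replicate number gave 0.499 to 0.579 for days 6.5 and 10.5 and 0.453 to 0.585 for days 10.5 and 15.5. Depth limits folds of genes at or under 3 counts in a group, which are lower bounds.

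Library names share a prefix within each replicate number in both arms, so a pairing of the samples by replicate number is possible. Deviations from the group means correlated at 0.555, 0.0517, −0.0297, −0.454 and 0.000641 from day 3.5 to 25.5. A shared deviation was thus seen on day 3.5 and not on the later days, and a pairing is not settled. With the replicate number as a block, 555, 2118, 1361, 2198 and 1560 genes were called on the 5 days, 1030 for the difference between days and 5479 in the average. The FGF/ERK list on day 6.5 was called in the block fit (−0.28, adjusted p 0.0473), and the cardiac progenitor list on day 10.5, not called in either fit, changed direction (−0.20), as did GJA5 on day 6.5, not called in either (0.00 against 0.06).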

Other observations

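The hypoxia tests were set up before their values were seen, after FUT11, GPI and SLC16A3 had been noticed, except that of glycolysis genes, chosen after the result was seen. The comparison of the day 15.5 replicates with other groups was also set up beforehand, but its criterion, the SD of the other groups, was chosen after the values were seen. The tests on day 1.5 replicate 2 were chosen after the result was seen.

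FUT11, GPI and SLC16A3 were the lower genes with the smallest p-values in the average effect of PD173074, and hypoxia induces all of them. A list of 30 other hypoxia-induced genes was written for a test. Its median average log2 fold change was −1.28, with 30 of 30 genes lower and 29 called lower (adjusted p 3.58e-30 by camera, 5.44e-13 by fry and 3.43e-05 with an estimated correlation). The exception was SLC2A1 (−0.26, SE 0.20, adjusted p 0.357). By day the medians were −1.22, −1.49, −1.27, −1.24 and −1.10. Removing trends with gene length and GC content gave −1.33, which argues against those trends. On day 25.5, when the cardiomyocyte list did not differ, the median was still −1.10 with 29 of 30 genes lower, which argues against a lower share of cardiomyocytes. On that day 21 genes of the hypoxia list were called lower and 1 was called higher. A hypothesis is that organoids with PD173074 may have had a weaker hypoxia response. A change of glycolysis genes alone is argued against, since the 17 genes of the list outside glycolysis and sugar metabolism had a median of −1.24 and were all called lower, against −1.45 for the other 13. Organoid size, cell density and oxygen were not analysed here.

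Day 1.5 replicate 2 detected 14747 genes from 8572444 counts, against 22213 in replicate 1. Low depth is argued against by the library with the fewest counts (6193991), which detected 23224 genes. A filter by the authors that removed every value up to 5 counts would leave no genes at 1 to 5 counts, and 449 remained. Replicate 1 had 5427 such genes, so they were depleted in replicate 2, and a filter on another scale stays open. At the same time, 271 genes with at least 50 counts in replicate 1 were at 0 in replicate 2. Of genes with 20 to 40 counts in replicate 1, 41.1% were at 0 in replicate 2, against at most 1.37% in any other pair of replicates in either direction. This is in line with few RNA molecules having entered that library, which may explain the loss of genes of middle abundance. No biological explanation was tested for it.

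The replicates of day 15.5 had median absolute log2 differences of 0.430 with PD173074 and 0.323 without. The other groups were below both values, except that day 1.5 (0.406) and day 3.5 with PD173074 (0.344) lay above the untreated day 15.5 group. The day 15.5 libraries differed in the slope of log2 CPM with gene length (0.151 and −0.172 per doubling with PD173074, −0.164 and 0.048 without). After removal of trends with length and GC content the values were 0.263 and 0.237. Among the other groups, day 1.5 left out, the highest value was 0.234 and the SD was 0.041, so the trend went with a large part of the difference. Whether it is the whole of it cannot be told apart from a remaining difference between the replicates, as the excess of 0.263 over 0.234 is smaller than that SD. No biological explanation was tested.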
